A study of Mus musculus with 6 samples. Its data were reported in "SOX11 and SOX4 drive the reactivation of an embryonic gene program during murine wound repair" (2019).

How the data were processed

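Gene expression was measured in primary keratinocytes, the main cell type of the epidermis, which were cultured from the skin of newborn mice. Conditional knockout (cKO) cells lacked *Sox4*, *Sox11* or both genes (dcKO), which encode transcription factors of the SoxC family. Each array compared knockout RNA with wild-type control RNA in the same hybridisation, with the samples labelled by the dyes Cy3 and Cy5. Per the labels, there were 2 biological replicates of each of the 3 genotypes, which makes 6 arrays. The labels do not say whether the wild-type RNA of each array came from a separate culture or whether replicates share one. The model treats the arrays as independent, and every SD and p-value rests on that. The knockout RNA carried Cy5 on replicate 1 and Cy3 on replicate 2 of every genotype. Samples were grouped by the genotype in their titles. The cells had been grown on mouse fibroblast feeders and then passaged without them, per the labels.

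The deposited scanner files hold spot intensity values on a linear scale, 1 value per channel and spot, made by the authors with Agilent Feature Extraction 11.0.1.1. These intensity values were not background corrected or normalised. The same files hold processed intensity values, which per the file headers were background subtracted and dye normalised by that software, and a log10 ratio of processed Cy5 over Cy3. The authors also deposited a table of log2 ratios for the same arrays, which the study's methods describe as background corrected with an offset, loess normalised and freed of a dye effect. Set against the scanner values, that table was turned as knockout over wild type on all 6 arrays. Processed signals and the table of the authors' values were used only as alternatives. The other mark columns state, per the file headers, whether a spot was well above background, saturated or an outlier. Every array came from 1 slide and 1 scan, so neither could be tested as a batch.

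Analysis was carried out in R 4.3.3 with limma 3.58.1. Median spot signals and median local backgrounds were used. The plan had named the mean spot signals, which were not used here. Background correction used limma's normexp with the study's offset, 16. Of 62976 spots per array, 3671 control spots were left out after that step, and spots marked as outliers were set to missing. Between 194 and 288 spots per array carried an outlier mark, and 0 spots were marked saturated. Loess normalisation was applied within each array, and spots of the same probe were averaged, which left 55681 probes.

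A linear model was fitted to each probe over all 6 arrays with limma's lmFit and eBayes. Its terms were the effect of each genotype, with the sign turned on dye-swapped arrays, and a dye effect shared by all arrays. The dye term is identical to a block on the replicate number, because the dyes followed the replicate number in every genotype. The model left 2 residual degrees of freedom, and the empirical Bayes prior added 5.37. Probes were called at an adjusted p below 0.05 (Benjamini-Hochberg, over the probes of a comparison) and an absolute log2 fold change above 1.5, which are the thresholds in the study's methods. Differences between genotypes and departures from additivity on the log2 scale were tested as contrasts of the same model, giving 7 comparisons. The study removed a dye effect with a batch correction before testing, and an alternative here subtracted the dye effect in the same order. All errors given as SD are over 2 arrays, and SE values are those of the limma model.

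Whether the replicate numbers pair the arrays was checked from the deviations of the log2 ratios, turned as knockout over wild type, from their genotype means. Their correlation across probes was 0.316 for Sox4 cKO and Sox11 cKO, 0.244 for Sox4 cKO and dcKO and 0.125 for Sox11 cKO and dcKO. Arrays of the same number share their dye orientation. A batch shared by cultures of the same number was not separated from it, as the design confounds them.

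The model was tested on simulated data for the dcKO comparison over all 55681 probes. A set of 200 probes was changed by known amounts, drawn from the probes above background, with the dye effects and moderated variances of the real arrays. A simulated log2 change of 2 was recovered in 99% of the changed probes with 8 false calls, and a change of 3 in 100%. The simulation covers array noise of normal shape and no differences between cultures.

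Probes were named by matching the RefSeq accession in the scanner files to a table for the assembly GRCm38.p6, with versions dropped. Of 29786 probes with such an accession, 95.1% received a symbol. That named 28331 probes of 21368 genes, or 50.9% of all probes. The array design was made on mm9, so no coordinates are given, and that table served only for names and for which genes neighbour each other. Where a gene had several probes, the brightest one over all arrays is reported. A probe that was well above background on neither array in the channel of a group has only a bound there. Such a difference is given as "at least" a fold where the brighter group was well above background on both arrays. It is the mean level of the brighter group over that of the dimmer one, where the dimmer level was raised, if lower, to the lowest level marked well above background on that array. These bounds rest on the channel levels and are open to dye bias. For the genes named here they matched the fold change of the mean over both arrays. They allow for background signal and not for the spread between arrays, so a single array may lie below them.

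Gene lists were fixed before the data were examined, as were the design, the groups and the alternative settings. They were the study's 25 positively and 4 negatively regulated direct targets, keratinocyte differentiation genes, basal keratinocyte genes, 2 SoxC target genes known from other cells, the epidermal differentiation complex, and lists for feeder fibroblasts, melanocytes, immune cells, male-linked genes, cell cycle and interferon response. The study picked its target lists in part on these dcKO keratinocyte samples, so a shift of those lists here is not independent evidence. It also stated a focus on genes changed only in dcKO keratinocytes. A lack of change of those lists in the single cKOs is therefore not independent evidence either. Lists were tested with limma's camera with an inter-gene correlation preset at 0.01, over 21345 genes, and adjusted over all lists and genotypes. The fry test and camera with an estimated correlation were run beside it.

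Named genes were chosen by a rule fixed in advance: the Sox genes, the members of the target and differentiation lists, and per genotype the 5 largest rises and 5 largest falls among called probes with a symbol that changed by more than 1 on both arrays in the same direction and were above background in at least 1 channel of each.

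The alternative settings were an offset of 50, Feature Extraction's processed signals, the authors' ratio table, median centring in place of loess, no dye term, the dye effect subtracted before the test, a filter on dim probes, outlier spots kept, control spots kept, the trend and robust options of eBayes, probes averaged per gene, only the arrays of a genotype, other thresholds, and leaving out each array in turn. Another 3 combinations were added after the counts under many settings had been seen. Values under these settings are in the closing part on processing. The slide or scan as a block was not run, as all arrays share both.

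Signal over background limits what could be measured. Between 35.2% and 45.1% of the probes were well above background in a channel, and the lowest share belonged to the Cy5 channel of dcKO replicate 1. Spike-in controls of known ratio gave slopes of observed on expected log ratio between 0.876 and 0.900, per the file headers. Feature Extraction's own ratios were thus compressed by a similar amount on all 6 arrays. The slopes were not computed for the ratios reported here, which carry the offset. The number of arrays limits the precision of every fold change.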

Results

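Expression in keratinocytes lacking *Sox4*, *Sox11* or both was compared with wild-type control cells on 2-colour arrays, to ask which genes depend on either factor and which change only when both are lost. There were 2 arrays each for Sox4 cKO, Sox11 cKO and dcKO cells. Every array carried wild-type RNA in its other channel. Of the 55681 probes, between 35.2% and 42.9% were well above background in the knockout channel of an array and between 37.3% and 45.1% in the wild-type channel. Log2 ratios are given as knockout over wild type, so that negative values mean lower expression in the knockout. With 2 arrays per genotype, their number limits the precision of each value.

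The targeted genes were examined first. *Sox4* (probe A_55_P2121613) was lower in Sox4 cKO cells by a log2 fold change of -2.52 ± 0.04 (SD, n = 2; limma adjusted p = 0.00399). In dcKO cells its log2 fold change was -2.52 ± 0.41 (SD, n = 2; limma adjusted p = 0.00106). *Sox4* did not differ in Sox11 cKO cells, at -0.15 ± 0.29 (SD, n = 2; limma adjusted p = 0.968). *Sox11* (probe A_55_P2094721) had a log2 fold change of -2.98 ± 0.47 in Sox11 cKO cells (SD, n = 2; limma adjusted p = 0.0414) and of -3.43 ± 0.51 in dcKO cells (SD, n = 2; limma adjusted p = 0.00662). In Sox4 cKO cells the arrays gave *Sox11* log2 ratios of 0.82 and -0.97, and the mean of -0.07 was smaller than their spread. The Sox11 cKO call was the least firm of these. A second *Sox11* probe was not well above background in Sox11 cKO cells, at least 6.85-fold lower than wild type, and was not called (adjusted p = 0.0945), and under a fit without the dye term the adjusted p of the brighter probe was 0.0972. The second *Sox4* probe was called in Sox4 cKO cells at -2.64. It was also called in dcKO cells, where it was not well above background and at least 4.39-fold lower than wild type. *Sox12*, the other SoxC gene, was not well above background in any genotype, so no change could be measured.

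**Figure D1:**
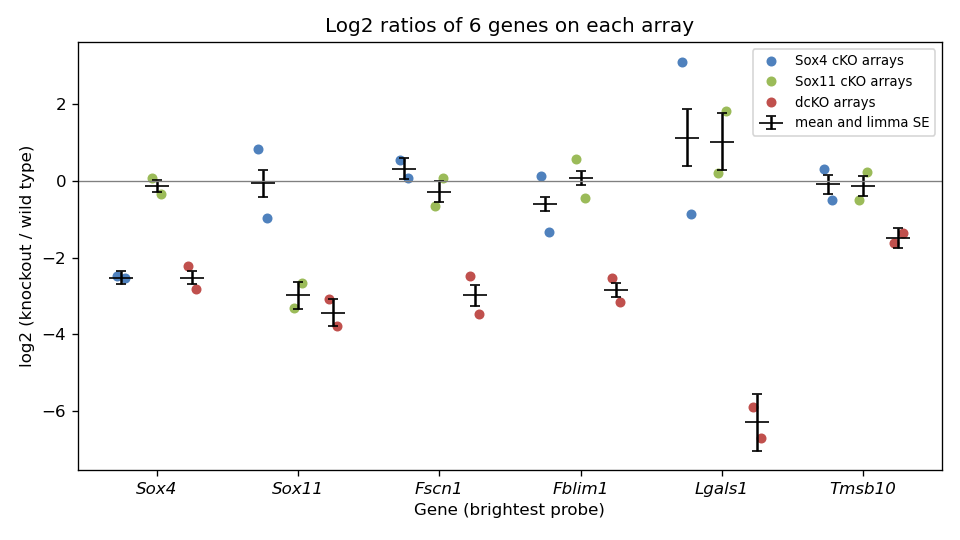
Log2 ratios of knockout over wild type (vertical axis) for *Sox4*, *Sox11* and 4 of the study's targets (horizontal axis), with a point per array, the mean as a horizontal line and the limma SE as error bars. *Sox4* was near -2.52 in Sox4 cKO and dcKO cells, and the 4 targets were lower on both dcKO arrays, from *Tmsb10* at -1.49 to *Lgals1* at -6.28.

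Far more probes passed both thresholds in dcKO cells than in either single cKO. The dcKO comparison gave 421 called probes, of which 174 were higher and 247 lower than in wild type. Sox4 cKO cells had 78 called probes, 22 higher and 56 lower, and Sox11 cKO cells had 48, with 10 higher and 38 lower. Called probes with a symbol covered 125 genes higher and 185 lower in dcKO cells. Without a limit on the fold change, 1144 probes in dcKO, 98 in Sox4 cKO and 69 in Sox11 cKO cells had an adjusted p below the threshold. These counts depended on the processing: Feature Extraction's processed signals gave 0 called probes in all 3 genotypes under limma, where 7473, 3697 and 3602 probes had an unadjusted p below 0.05 in dcKO, Sox4 cKO and Sox11 cKO cells. An offset of 50 gave 78 called probes in dcKO, 3 in Sox4 cKO and 0 in Sox11 cKO cells. Under median centring there were 720 dcKO called probes, 121 higher and 599 lower. Leaving out Sox4 cKO replicate 1 left 0 called probes in Sox4 cKO cells, leaving out Sox11 cKO replicate 1 gave 793 in Sox11 cKO cells, and leaving out dcKO replicate 2 left 124 in dcKO cells.

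**Figure D2:**
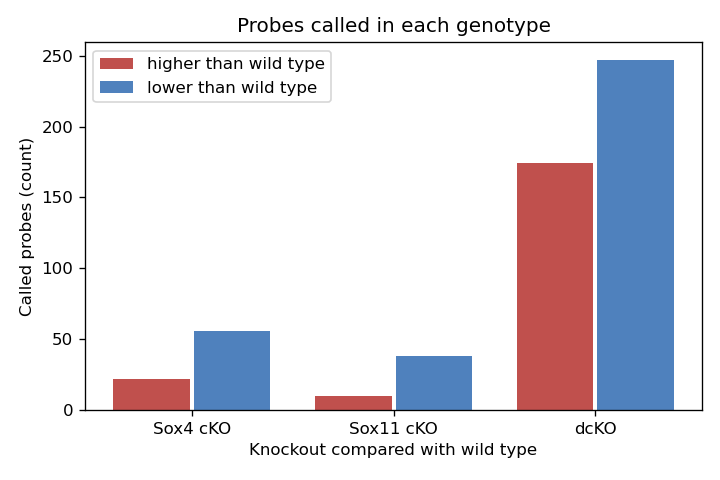
Number of called probes (vertical axis) that were higher or lower than wild type in each genotype (horizontal axis). The dcKO bars reach 174 and 247, against at most 22 higher and 56 lower in a single cKO.

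The arrays of a genotype differed in how well they matched. Among all probes, 321 moved by more than 1.5 in the same direction on both dcKO arrays and 3 in opposite directions. In Sox4 cKO cells the numbers were 118 and 1, and in Sox11 cKO cells 59 and 20. Across probes, which are not independent replicates, Pearson's correlation of the log2 ratios of the replicates was 0.483 in dcKO, 0.157 in Sox4 cKO and -0.05 in Sox11 cKO cells, before any dye effect was removed. Among probes above background it was 0.592, 0.252 and -0.037 before the dye effect was removed and 0.687, 0.566 and 0.416 after. The dye effect was estimated from these same arrays, and removing it by itself brings the replicates closer. The increase is therefore no separate evidence that the replicates match.

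The largest rises in Sox4 cKO cells were those of *Krt90*, *Snhg18*, *Prdx4*, *Moxd1* and *Slc7a3*. *Krt90* rose by a log2 fold change of 4.67 ± 0.04 (SD, n = 2; limma adjusted p = 0.00107), and *Prdx4*, *Moxd1* and *Slc7a3* by 2.16 to 2.87. *Snhg18* was not well above background in wild-type cells and was at least 6.83-fold higher in the knockout. The largest falls were those of *Prl2c5*, *Gpx2*, *Prl2c1*, *Epb41l3* and *Gsta3*, with log2 fold changes from -3.92 to -3.08 and adjusted p-values from 0.00395 to 0.0447. For 6 of these 10 genes, *Snhg18*, *Prdx4*, *Moxd1*, *Gpx2*, *Epb41l3* and *Gsta3*, the wild-type level on the Sox4 cKO arrays lay farther from the wild-type levels of the other arrays than the knockout level did. Of the 10, 1 remained called with an offset of 50 and 4 without the dye term.

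In Sox11 cKO cells, *Myl9* had the largest rise, with a log2 fold change of 3.22 ± 0.42 (SD, n = 2; limma adjusted p = 0.0145). *Slc23a3*, *Hsd17b11*, *Pla1a* and *Sting1* rose by 1.85 to 2.02. *Sostdc1* fell below the detection level, to at least 31.4-fold lower than wild type as a mean (n = 2; limma adjusted p = 0.0145). Its arrays gave log2 ratios of -3.67 and -6.27. *Plagl1* was at least 11.1-fold lower and *Hdgfl3* at least 9.45-fold lower, while *Prom1* and *Cask* had log2 fold changes of -3.38 and -3.30. The probes of *Plagl1* disagreed in direction, the highest of 4 at 0.23. The wild-type levels of *Sostdc1* and *Prom1* on these arrays were farther from the other wild-type levels than the knockout levels were. Of these 10 genes, 0 remained called with an offset of 50, with Feature Extraction's signals or with only the Sox11 cKO arrays in the fit, and 4 without the dye term.

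The largest rises in dcKO cells were those of *Gm15056*, *Pycard*, *Vnn1*, *Orm2* and *Orm1*, with log2 fold changes from 4.48 to 5.54. *Pycard* rose by 4.92 ± 0.02 (SD, n = 2; limma adjusted p = 0.000157). *Lgals1* showed the largest fall, at -6.28 ± 0.57 (SD, n = 2; limma adjusted p = 0.0101). *Pxdn* was not well above background in dcKO cells and was at least 41.4-fold lower than wild type as a mean. Its arrays gave log2 ratios of -5.01 and -5.74. *Cyba*, *Ldhb* and *Serpina3f* had log2 fold changes of -4.76, -4.45 and -4.24. For *Cyba* and *Serpina3f*, the wild-type level on the dcKO arrays was again the one farther from the other wild-type levels. Mean log2 wild-type levels of *Orm1* and *Orm2* on the dcKO arrays, 6.05 and 6.37, lay below the lowest other ones, 7.17 and 7.54. That of *Lgals1* was 15.07, against a mean of 12.36 and a range of 10.55 to 15.38. Part of these changes may thus lie on the wild-type side. The level of *Pycard* lay above the others, against its rise. Those of *Gm15056*, *Vnn1*, *Pxdn* and *Ldhb* lay within their range. All of the named genes except *Ldhb* differed in their dcKO log2 fold change from both single cKOs, with limma adjusted p-values up to 0.0433. *Ldhb* differed from neither (adjusted p = 0.115 and 0.0586).

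Overlap of the called probes was then examined, since the study asked which genes change only when both factors are lost. Of 524 probes called in any genotype, 405 (77.3%) were called in dcKO cells alone, 169 of them higher and 236 lower. Sox4 cKO and dcKO cells shared 10 called probes, all in the same direction, and Sox11 cKO and dcKO cells shared 6, of which 4 had the same direction. The single cKOs shared 7, and 0 were called in all 3 genotypes. A call in dcKO alone does not by itself show a difference from the single cKOs. Of the 405 probes, 115 (28.4%) differed from both single cKOs at an adjusted p below the threshold when the differences were tested.

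Over all probes, 313 differed between dcKO and Sox4 cKO cells by both thresholds, 140 higher and 173 lower in dcKO. Between dcKO and Sox11 cKO cells 250 differed, 143 higher and 107 lower in dcKO. The single cKOs differed at 6 probes. The dcKO log2 fold change departed from the sum of the single ones at 183 probes, 103 above and 80 below the sum. With an offset of 50, limma gave 0 called probes for the difference between dcKO and Sox4 cKO, with 6670 at an unadjusted p below 0.05. The difference between dcKO and Sox11 cKO and the test of additivity also gave 0, with 5845 and 6013 probes at such a p. With no replicate block, that is without the dye term, the counts of called probes were 97 for dcKO minus Sox4 cKO, 88 for dcKO minus Sox11 cKO and 41 for non-additive probes. Leaving out Sox4 cKO replicate 1 left 21 probes differing between dcKO and Sox4 cKO, leaving out dcKO replicate 2 left 32 differing between dcKO and Sox11 cKO, and the count of departures from additivity ranged from 10 without Sox4 cKO replicate 1 to 1909 without Sox11 cKO replicate 1.

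The targets that the study listed as directly and positively regulated by SOX11 and SOX4 were lower in dcKO cells. Their median log2 fold change was -1.93, and 25 of 25 genes were lower on both arrays. Of these, 14 were called. At an adjusted p below the threshold there were 19 adjusted over all genes tested and 25 adjusted over the list alone; the list was chosen partly on these samples, so the latter is not independent evidence. In camera the shift had an adjusted p of 1.66e-25. It did not pass with fry (adjusted p = 0.0807) or with an estimated inter-gene correlation (adjusted p = 0.405). *Fscn1* had a log2 fold change of -2.98 ± 0.71 in dcKO cells (SD, n = 2; limma adjusted p = 0.00392) and *Fblim1* of -2.85 ± 0.44 (SD, n = 2; limma adjusted p = 0.00106). *Tmsb10* was lower by -1.49 ± 0.17 (SD, n = 2; limma adjusted p = 0.0323), just short of the fold change threshold. *Lgals1* and *Pxdn* are given above. *Evl*, *Klhl22*, *Gng2*, *Ror2*, *Twist2*, *Etv4*, *Marcksl1*, *Farp1*, *Vcan* and *Rcor2* were also called. *Ror2* was not well above background in dcKO cells and at least 8.17-fold lower, and the others had log2 fold changes from -3.60 to -1.62. For *Gng2*, *Rcor2*, *Ror2* and *Twist2* the wild-type level on the dcKO arrays lay farther from the other wild-type levels than the dcKO level did. The 11 uncalled genes, *Arhgef2*, *Gm1673*, *Limd2*, *Pcolce*, *Sccpdh*, *Serpinf1*, *Slc4a7*, *Snn*, *Tmcc2*, *Tmeff1* and *Tmsb10*, lay between -1.80 and -0.68, except *Tmcc2*, which was not well above background in dcKO cells and was at least 1.52-fold lower. The probes of *Serpinf1* disagreed in direction, from -1.08 to 0.24.

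In the single cKOs 0 of the 25 positively regulated targets were called by limma, and 0 had an adjusted p below the threshold over all genes. The study focused on genes changed only in dcKO keratinocytes. The lack of single cKO calls, and the differences from dcKO below, may therefore follow in part from that choice. Adjusted over the list alone, there were 3 in Sox4 cKO and 6 in Sox11 cKO cells. The list's median was -0.02 in Sox4 cKO cells, with 7 genes lower and 7 higher on both arrays (camera adjusted p = 0.185), and -0.21 in Sox11 cKO cells, with 9 lower and 2 higher on both (camera adjusted p = 0.0168; fry adjusted p = 0.461). The Sox11 cKO median was 0.049 without replicate 1. Tested gene by gene, the dcKO change differed from that in Sox4 cKO cells for 10 of the 25 genes and from that in Sox11 cKO cells for 6.

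The 4 negatively regulated targets, *Camta1*, *Chit1*, *Rasgrp1* and *Slco3a1*, were higher on both dcKO arrays, with a median log2 fold change of 1.18 (camera adjusted p = 0.000383; fry adjusted p = 0.0807; estimated correlation adjusted p = 0.592). Only *Rasgrp1* was called, at 2.91 ± 0.71 (SD, n = 2; limma adjusted p = 0.00593). *Camta1* had an adjusted p of 0.025 at a log2 fold change of 1.32. The dye-adjusted value of *Slco3a1* fell to -0.026 when dcKO replicate 2 was left out. Medians of this list were -0.13 in Sox4 cKO and -0.78 in Sox11 cKO cells, and neither passed (camera adjusted p = 0.877 and 0.11).

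**Figure D3:**
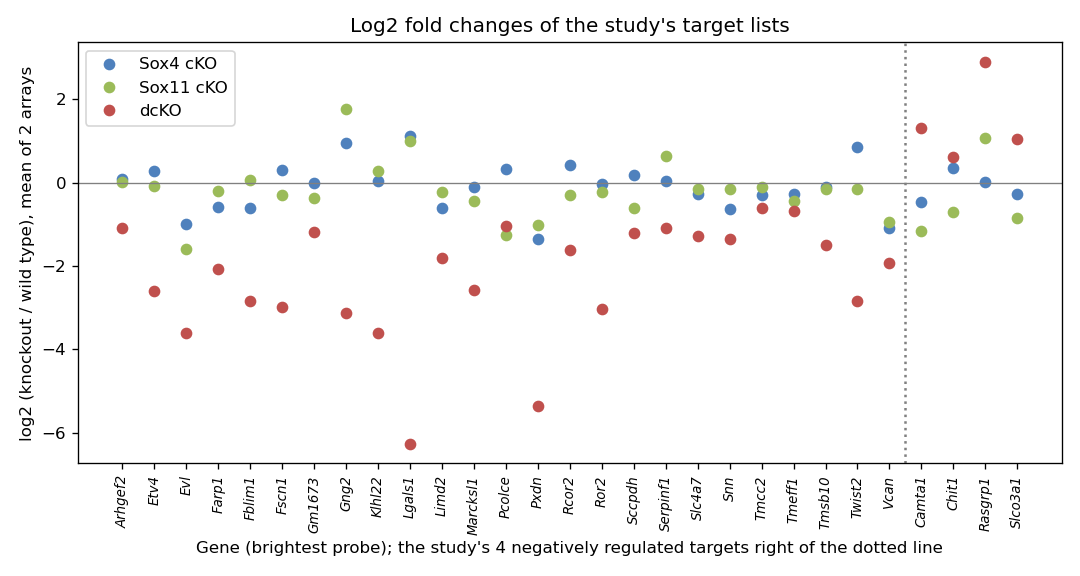
Log2 fold changes (vertical axis, mean of 2 arrays) of the study's target genes (horizontal axis), with a point per genotype. In dcKO cells the 25 positively regulated targets all lie below 0 and the 4 negatively regulated ones above it, while the medians in the single cKOs were -0.02 and -0.21 for the positively regulated ones. The study focused on genes changed only in dcKO keratinocytes, so this contrast may partly reflect its choice of genes.

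Differentiation genes were examined with a list drawn up here, mostly from markers that the study measured in keratinocytes or skin, with *Krt10* added. By quantitative PCR the study found *Dsg1a*, *Casp14*, *Tincr* and *Cdsn* higher in dcKO keratinocytes. It stated that others, *Lor* and *Lce1a* among them, did not rise in culture. The list pools both kinds, so its median does not test that report. *Dsg1a*, *Casp14* and *Cdsn* were higher on both dcKO arrays, and *Tincr* was not matched to a probe. Of this list, 7 genes were matched to a probe, and their median log2 fold change in dcKO cells was 0.78 (camera adjusted p = 0.106). The genes were not called in any genotype by limma at an adjusted p below the threshold, and 2 passed in dcKO when adjusted over the list alone. On the dcKO arrays *Cdsn* gave 0.46 and 1.67, and *Casp14* 0.60 and 1.91. *Dsg1a* gave 0.11 and 3.07 (limma adjusted p = 0.352). It was well above background in dcKO cells on 1 array and in wild-type cells on 0, so its mean gives no lower bound. *Ivl* gave 1.69 and -0.13, *Krt10* gave -0.09 and 0.51, and *Lor* gave -0.94 and -1.56. *Krt1* was not well above background in dcKO or its wild-type cells. Without dcKO replicate 2 the list's median was -0.012, and *Cdsn* and *Krt10* were at -0.18 and -0.24. Without dcKO replicate 1 the median was 0.67. The direction of *Krt10* in dcKO cells also changed under median centring, to -0.24. In Sox4 cKO cells the list's median was -0.41 (camera adjusted p = 0.0162; fry adjusted p = 0.714) and in Sox11 cKO cells -0.37 (camera adjusted p = 0.145).

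Among the other lists, the 2 SoxC targets known from other cells, *Tead2* and *Tubb3*, had a median of -1.67 in dcKO cells (camera adjusted p = 0.00379; fry adjusted p = 0.0807), with both genes lower on both arrays. In Sox11 cKO cells, cell cycle genes had a median of 0.47 (camera adjusted p = 5.44e-08), interferon response genes of 0.52 (camera adjusted p = 0.00262), basal keratinocyte genes of -0.25 (camera adjusted p = 0.0224) and the epidermal differentiation complex of -0.40 (camera adjusted p = 0.000111). None of these list shifts, nor any other of the lists in the 3 genotypes, passed with fry, for which the smallest adjusted p was 0.0807, or with the estimated correlation. The feeder fibroblast, melanocyte, immune and male-linked lists did not pass in any genotype, with medians between -0.22 and 0.21. Cell cycle, interferon and epidermal differentiation complex genes in dcKO cells had medians of -0.07, 0.05 and -0.07 and did not pass. The sign of the median and that of the camera test differed for the epidermal differentiation complex, cell cycle and immune lists in dcKO cells and for the immune and interferon lists in Sox4 cKO cells.

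Across probes, the log2 fold changes of Sox4 cKO and Sox11 cKO cells had a Pearson correlation of 0.124 and a Spearman correlation of 0.0727. For Sox4 cKO and dcKO the values were -0.0421 and -0.0842, and for Sox11 cKO and dcKO -0.00494 and 0.012. Simulated unchanged groups had a Pearson correlation of 0.496 when they shared wild-type RNA and of 0.002 when they did not. These are 3 descriptive correlations over probes, which are not independent replicates, and no p-value is given. Each changed its sign when single arrays were left out, the first to -0.00957 without Sox4 cKO replicate 1.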

Values the study reported

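The study reported that 126 of 621 genes shared by the embryonic and the wound edge signatures were lower in dcKO keratinocytes. It also reported 79 genes, low in embryonic and in wounded epidermis, that were higher in dcKO keratinocytes. After requiring a change in dcKO embryonic epidermis and binding of SOX11 or SOX4, the study listed 25 genes as positively regulated direct targets and 4 as negatively regulated ones.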

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

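The tests on *Xist*, on shared wild-type RNA and on the size of the mean changes were chosen only after the result was seen, and so were the counts for pairs of arrays of different genotypes. The test of sex differences between channels and that of unequal spread were written before the data were examined, but the value used to decide the former was picked after the values were known. The tests on wild-type levels, pairings and the X and Y chromosomes were written before their own values were measured and after the calls had been counted. The number of probes for the labelled pairing and the correlations of the replicates had also been seen by then. The binomial rule for the wild-type levels was set after its percentages were seen.

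The genotypes differed from each other when their effects were compared directly. There were 313 called probes for dcKO minus Sox4 cKO, 250 for dcKO minus Sox11 cKO and 6 for Sox4 cKO minus Sox11 cKO, and the dcKO effect departed from the sum of the single effects at 183 probes. These numbers rested on single arrays. They ranged from 21 without Sox4 cKO replicate 1 to 812 without either Sox11 cKO array for the first, from 32 without dcKO replicate 2 to 1531 without Sox11 cKO replicate 1 for the second, from 1 without Sox4 cKO replicate 2 to 792 without Sox11 cKO replicate 1 for the third, and from 10 without Sox4 cKO replicate 1 to 1909 without Sox11 cKO replicate 1 for the fourth.

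A smaller spread between the dcKO arrays was considered as a source of the larger dcKO count. The dcKO count was 5.40 times the larger single cKO count, but the model has 1 spread per probe for all genotypes, so this ratio restates the counts and is no separate test. The mean of both arrays was then compared with the limit of 1.5. Less spread would lower the number of probes past it, since most probes lie below the limit and noise carries more of them over it than back. It was passed by 558 probes in dcKO cells, 2.06 times the 271 in Sox11 cKO cells, and by 197 in Sox4 cKO cells. A smaller spread therefore does not account for the larger count. The spread itself ranked differently by measure: the median SD of the log2 ratios was lowest in dcKO (0.176, against 0.196 in Sox4 cKO and 0.207 in Sox11 cKO), but after removal of the dye effect the SD of the differences between arrays was 0.230 in dcKO, 0.189 in Sox4 cKO and 0.254 in Sox11 cKO. Wild-type cultures that differed between the comparisons could also yield calls. In 33.0% of the dcKO calls the wild-type level on the dcKO arrays lay farther from the mean of the other wild-type levels than the dcKO level did, fewer than equal shares would give (exact two-sided binomial p = 2.79e-12, in which probes are treated as independent although they are not). Differing wild-type cultures therefore do not by themselves account for most dcKO calls, but they stay open for the 139 calls in that share. In the other calls they may still add to the change. Among dcKO calls the median distance from the other wild-type levels was 0.816 for the wild type and 1.395 for the knockout. Among uncalled probes it was 0.221 for the wild type. The percentage was 43.6% of the 78 Sox4 cKO calls (exact binomial test, p = 0.308) and 43.8% of the 48 Sox11 cKO calls (exact binomial test, p = 0.471). There, changes in the knockout and changes in the wild-type culture cannot be told apart, because each knockout was measured only against the wild-type RNA beside it. The pooled percentages mix unequal parts, 68.2% of the rises and 33.9% of the falls in Sox4 cKO cells and 20% of the rises and 50% of the falls in Sox11 cKO cells, which were not tested apart. The same quantity was 48.4% to 59.2% among the uncalled probes.

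Chance was examined by pairing each replicate 1 array with a replicate 2 array of another genotype. Of the 6 pairings, 1 gave as many probes past 1.5 in the same direction on both arrays as the labelled one, which is the labelled pairing itself with 498 probes. The next had 402, and it kept the dcKO arrays together. With 6 pairings this share cannot fall low enough to exclude chance. By pairs, 321 probes moved in the same direction and 3 in opposite directions in dcKO, 118 and 1 in Sox4 cKO and 59 and 20 in Sox11 cKO. The 6 pairs of arrays of different genotypes gave 16 to 66 in the same direction. Their directions were not balanced either, with 60 against 23 for Sox4 cKO replicate 1 and Sox11 cKO replicate 2. The dcKO and Sox4 cKO numbers lie above that range, and the Sox11 cKO number lies within it. The difference in knockout genotype remains the biological explanation that the design names, and it is open beside the culture differences.

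Several gene lists differed between genotypes in camera. The median difference of the positively regulated targets was -1.49 for dcKO minus Sox4 cKO and -1.72 for dcKO minus Sox11 cKO, and that of the negatively regulated targets was 1.55 and 1.86. For the differentiation genes it was 1.54 and 1.15, and for *Tead2* and *Tubb3* it was -1.20 for dcKO minus Sox4 cKO. The epidermal differentiation complex had a median difference of 0.58 for dcKO minus Sox11 cKO and of 0.63 for Sox4 cKO minus Sox11 cKO, and the cell cycle list of -0.44 and -0.40. None of these passed with fry, where the smallest adjusted p was 0.083, or with an estimated correlation, where it was 0.285. The target lists were chosen by the study partly on these dcKO samples, with a focus on genes changed only there. Selection by itself may therefore give them a shift here, and a difference from the single cKOs. Of the 15 called targets in dcKO cells, 4 had a wild-type level farther from the other wild-type levels than the dcKO level. For the epidermal differentiation complex the arrays of both single cKOs disagreed. Its median in Sox11 cKO cells was -1.48 without Sox11 cKO replicate 1 and 0.17 without replicate 2, and in Sox4 cKO cells it was 0.70 without Sox4 cKO replicate 1 and -0.87 without replicate 2. The rise of the cell cycle list in Sox11 cKO cells passed in camera whichever array was left out, and no explanation of it was tested. The median of the differentiation genes in dcKO cells was -0.012 without dcKO replicate 2 and 0.67 without replicate 1. The genes were split between the arrays, as *Cdsn* and *Casp14* rose on both, more on replicate 2, and *Ivl* on replicate 1 only.

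A signal outside the comparisons separated the arrays. Of the Y-linked genes in the male-linked list, *Kdm5d* and *Uty* were well above background in 0 channels. *Ddx3y* and *Eif2s3y* were well above background in 4 of 4 channels of the Sox11 cKO arrays and in 0 of the 8 channels of the other arrays. *Xist*, which is expressed from the inactive X chromosome of female cells, showed the reverse, in 0 of those 4 channels and in 8 of 8 others. If the cultures of the Sox11 cKO comparison came from male pups and the others from female pups, each channel would have exactly 1 of these signals, and 12 of 12 channels did. A sex difference is thus a candidate explanation for this pattern. Pups of different sex in the knockout and the wild-type channel of an array were not seen, since the channels differed in Y-linked signal on 0 arrays. *Xist* nevertheless rose by 1.26 on dcKO replicate 1, and *Eif2s3y* fell by 1.05 on Sox11 cKO replicate 2, which is more than the limit of 1 set in advance for no difference. The same wild-type RNA on the Sox4 cKO and Sox11 cKO arrays, which would raise the correlation of their fold changes, does not account for it, because 2 of 2 wild-type channels of the Sox11 cKO arrays and 0 of the Sox4 cKO arrays had Y-linked signal.

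Differences between dcKO and Sox11 cKO cells are therefore also differences between cultures of opposite sex signal. Of the called differences with a symbol, 6.44% were on X or Y, against 4.19% of all named probes (Fisher's exact test, two-sided p = 0.112). The ratios were taken within arrays of 1 sex signal, although *Xist* and *Eif2s3y* differed between channels as given above. If the signal reflects the sex of the cultures, a response to the knockout that depends on sex stays open. It cannot be told apart from the genotype in this design.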

How the results depend on the processing

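The settings that combine 2 changes (Feature Extraction signals with the filter on dim probes, offset 50 with the trend and robust options, and the series matrix values with no replicate block) were chosen after counts under many settings had been seen. The others were fixed in advance. Each count had 13 or 14 settings fixed in advance, 3 added ones and 6 that leave out an array. The cause of the changes below was not tested, unless stated.

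Counts are given in the order Sox4 cKO, Sox11 cKO and dcKO called probes, probes called in dcKO and in neither single cKO, dcKO minus Sox4 cKO, dcKO minus Sox11 cKO and Sox4 cKO minus Sox11 cKO called probes, and non-additive probes. The primary setting gave 78, 48, 421, 405, 313, 250, 6 and 183. Offset 50 gave 3, 0, 78, 77, 0, 0, 1 and 0. Feature Extraction processed signals gave 0, 0, 0, 0, 0, 0, 0 and 0. Probes averaged per gene gave 5, 0, 178, 177, 41, 10, 2 and 8, with fewer tests by construction. Feature Extraction processed signals with the filter on dim probes gave 0, 3, 221, 220, 0, 0, 0 and 0. Offset 50 with eBayes trend and robust gave 10, 8, 171, 168, 116, 61, 4 and 59.

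Beside the counts of 0, limma gave these numbers of probes at an unadjusted p below 0.05. With offset 50 there were 3934 for Sox11 cKO, 6670 and 5845 for dcKO minus Sox4 cKO and minus Sox11 cKO, and 6013 non-additive. With Feature Extraction processed signals there were, in the order above and without the fourth count, 3697, 3602, 7473, 6422, 5561, 3406 and 5685. With the filter on dim probes as well there were 1971 for Sox4 cKO, 4025, 3537 and 1741 for the differences, and 3516 non-additive. Sox11 cKO had 1903 with probes averaged per gene and 1722 with only the genotype's own arrays. Sox4 cKO had 2520 without Sox4 cKO replicate 1.

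With no replicate block (no dye term), called probes were 35 for Sox4 cKO, 18 for Sox11 cKO, 97 for dcKO minus Sox4 cKO, 88 for dcKO minus Sox11 cKO, 1 for Sox4 cKO minus Sox11 cKO and 41 non-additive. The dcKO counts stayed within 1.5 times. *Sox11* in Sox11 cKO cells kept -2.98 with no replicate block, at an adjusted p of 0.0972. Series matrix values with no replicate block gave 137, 129, 664, 622, 137 and 902 for the same 6 counts, and series matrix values with the block 122, 94, 546, 492, 55 and 620. The authors had already removed a dye effect from that table, so a block there takes it out again.

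The filter on dim probes gave 24 called probes for Sox4 cKO, 25 for Sox11 cKO, 187 and 128 for dcKO minus Sox4 cKO and minus Sox11 cKO, 2 for Sox4 cKO minus Sox11 cKO and 41 non-additive. With the dye effect subtracted before the fit there were 36 Sox4 cKO called probes and 345 non-additive ones. Only the genotype's own arrays gave 185 for Sox4 cKO and 0 for Sox11 cKO. The eBayes trend and robust options gave 62 for Sox4 cKO minus Sox11 cKO and 454 non-additive. Fold change above 1.5, and no limit on the fold change, each gave 1144 dcKO called probes and 1089 in neither single cKO.

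Median centring gave 720 dcKO called probes (121 higher, 599 lower), 698 in neither single cKO, 1118 for dcKO minus Sox4 cKO (149 higher, 969 lower), 827 for dcKO minus Sox11 cKO (162 higher, 665 lower), 17 for Sox4 cKO minus Sox11 cKO and 1189 non-additive probes (179 higher, 1010 lower). The dcKO median over probes above background was then -0.36, against -0.029 in the primary setting. Feature Extraction signals put the dcKO median over all probes at 0.14.

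Leaving out an array leaves a genotype with 1 array, which is assumed to vary like the others, and 1 residual degree of freedom. The ranges were 0 to 185 for Sox4 cKO called probes, 49 to 793 for Sox11 cKO, 124 to 549 for dcKO, 108 to 471 for probes called in dcKO and in neither single cKO, 21 to 812 for dcKO minus Sox4 cKO, 32 to 1531 for dcKO minus Sox11 cKO, 1 to 792 for Sox4 cKO minus Sox11 cKO and 10 to 1909 for non-additive probes. The dcKO count was above both single cKO counts in 16 of 17 settings, all but Feature Extraction signals, and in 5 of 6 that leave out an array, all but the one without Sox11 cKO replicate 1. The primary calls of the 3 genotypes kept their direction wherever this was counted, which leaves out probes averaged per gene, only the genotype's own arrays, the other thresholds and the calls of the differences. Outlier spots kept gave 72, 46 and 418 called probes in Sox4 cKO, Sox11 cKO and dcKO, and control spots kept gave 58, 44 and 407.

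The fall of the targeted genes kept its direction throughout but lost its call in 18 cases. *Sox4* in Sox4 cKO was -2.29 with offset 50 (adjusted p = 0.116), -2.82 with Feature Extraction processed signals (adjusted p = 0.58) and -2.74 to -2.30 in leave-one-out. *Sox4* in dcKO was -2.72 with Feature Extraction processed signals (adjusted p = 0.158). *Sox11* in Sox11 cKO was -2.57 with offset 50 (adjusted p = 0.381) and -3.58 with Feature Extraction processed signals (adjusted p = 0.626). It stayed at -2.98 with the dye effect subtracted (adjusted p = 0.0821), the filter on dim probes (adjusted p = 0.0788), control spots kept (adjusted p = 0.051) and only the genotype's own arrays (adjusted p = 0.228), and ranged from -3.94 to -2.02 in leave-one-out. *Sox11* in dcKO was -2.95 with offset 50 (adjusted p = 0.0918), -4.12 with Feature Extraction processed signals (adjusted p = 0.186) and -3.51 to -3.35 in leave-one-out.

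The medians of the positively and negatively regulated targets in dcKO cells, -1.93 and 1.18, do not depend on the list test, but neither list passed with fry (adjusted p = 0.0807 for both) or with camera with an estimated correlation (adjusted p = 0.405 and 0.592). The same held for every other list that passed with camera. These were *Tead2* and *Tubb3* in dcKO (-1.67), differentiation in Sox4 cKO (-0.41), and in Sox11 cKO positively regulated targets (-0.21), basal keratinocyte (-0.25), the epidermal differentiation complex (-0.40), cell cycle (0.47) and interferon response (0.52). Other lists passed only elsewhere. With the filter on dim probes the feeder fibroblast list passed in Sox4 cKO (-1.06, adjusted p = 0.00519), where 5 of its genes were left. With median centring cell cycle in Sox4 cKO (0.19, adjusted p = 0.00562), feeder fibroblast in dcKO (0.28, adjusted p = 0.0137) and interferon response in dcKO (0.15, adjusted p = 0.0464) passed, and so did cell cycle in dcKO in the reversed direction (-0.55, adjusted p = 0.0203). Cell cycle in Sox4 cKO also passed with Feature Extraction processed signals (0.14, adjusted p = 0.0272), and *Tead2* and *Tubb3* in Sox11 cKO with no replicate block (-0.62, adjusted p = 0.0461). The differentiation genes in dcKO ranged from -0.012 to 0.78 in leave-one-out and passed without dcKO replicate 1 (adjusted p = 0.0153) and without either Sox11 cKO array (adjusted p = 0.0269).

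Few named genes turned. In Sox4 cKO cells *Sox12* was -0.42 with Feature Extraction processed signals and -0.037 to 0.10 in leave-one-out, and *Sox11* -0.95 to 0.81. *Sox12* in Sox11 cKO was -0.19 to 0.034. In dcKO cells *Krt10* was -0.24 with median centring and -0.24 to 0.67 in leave-one-out, *Slco3a1* -0.026 to 2.12, *Dsg1a* -0.012 to 3.19 and *Cdsn* -0.18 to 2.31.

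The direction of the test turned for these lists. With Feature Extraction processed signals these were, in Sox4 cKO, negatively regulated targets -0.27, feeder fibroblast -0.021 and male-linked -0.079, in Sox11 cKO feeder fibroblast 0.031, and in dcKO the epidermal differentiation complex -0.14 and cell cycle -0.049. With the filter on dim probes they were feeder fibroblast 0.0091 in Sox11 cKO and -0.38 in dcKO. With probes averaged per gene they were melanocyte -0.030 in Sox4 cKO and basal keratinocyte -0.24 in dcKO. With median centring they were melanocyte 0.042 and male-linked -0.050 in Sox4 cKO and cell cycle -0.55 in dcKO. With fry they were feeder fibroblast -0.062 in Sox11 cKO and cell cycle -0.070 in dcKO.

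In leave-one-out the list ranges in Sox4 cKO were -0.47 to 0.080 for positively and -0.37 to 0.11 for negatively regulated targets, -0.87 to 0.70 for the epidermal differentiation complex, -0.13 to 0.064 for feeder fibroblast, -0.010 to 0.011 for melanocyte, -0.0033 to 0.17 for male-linked, -0.76 to -0.034 for differentiation, -0.24 to 0.010 for basal keratinocyte and 0.12 to 0.22 for cell cycle genes, and -0.69 to -0.25 for *Tead2* and *Tubb3*. In Sox11 cKO they were -0.57 to 0.049 for positively regulated targets, -0.94 to 0.26 for differentiation, -1.48 to 0.17 for the epidermal differentiation complex, -0.11 to 0.018 for feeder fibroblast, -0.058 to 0.27 for melanocyte, -0.095 to 0.17 for immune, -0.22 to -0.017 for male-linked, -0.65 to -0.25 for basal keratinocyte and 0.16 to 0.88 for interferon response genes, and -0.76 to -0.48 for *Tead2* and *Tubb3*. In dcKO they were -0.24 to 0.15 for basal keratinocyte, -0.20 to 0.050 for immune, -0.18 to 0.13 for cell cycle and 0.020 to 0.12 for interferon response genes. Some lists that had not passed in the primary setting passed when an array was left out, and a few of them also passed under other settings given above. In Sox4 cKO the epidermal differentiation complex passed in opposite directions, at 0.70 without Sox4 cKO replicate 1 (adjusted p = 2.1e-10) and at -0.87 without Sox4 cKO replicate 2 (adjusted p = 1.12e-10). Positively regulated targets passed without Sox4 cKO replicate 1 (adjusted p = 0.00369), basal keratinocyte genes without Sox4 cKO replicate 2 (adjusted p = 0.0411), *Tead2* and *Tubb3* without Sox11 cKO replicate 1 or 2 (adjusted p = 0.0396 and 0.0435) and cell cycle without either dcKO array (adjusted p = 0.0299). In Sox11 cKO the differentiation genes passed without Sox11 cKO replicate 1 (adjusted p = 0.00061) and without either dcKO array (adjusted p = 0.0344), and *Tead2* and *Tubb3* without Sox11 cKO replicate 2 (adjusted p = 0.0114), where the epidermal differentiation complex passed in the reversed direction (adjusted p = 7.67e-05). In dcKO cell cycle (adjusted p = 0.0296) and interferon response (adjusted p = 0.042) passed without dcKO replicate 2. Differentiation in Sox4 cKO no longer passed without Sox4 cKO replicate 1 (adjusted p = 0.736), basal keratinocyte and interferon response genes in Sox11 cKO without Sox11 cKO replicate 2 (adjusted p = 0.385 and 0.159), and positively regulated targets in Sox11 cKO without Sox11 cKO replicate 1 (adjusted p = 0.999). The correlation of log2 fold changes in leave-one-out ranged from -0.00957 to 0.203 for Sox4 cKO and Sox11 cKO, from -0.134 to 0.0649 for Sox4 cKO and dcKO and from -0.137 to 0.148 for Sox11 cKO and dcKO.

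Over all settings, named genes kept direction and side of the threshold 955 times, lost the call 187 times, gained it 17 times and turned 9 times. Lists did so 389, 21, 22 and 36 times. Of the 23 named dcKO calls, 8 remained with offset 50, 0 with Feature Extraction signals and 13 without either dcKO array. Signal over background limits what a filter can keep: 24379 probes (43.8%) passed the one on dim probes. The slide or scan block was not run, as there was 1 of each.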

Other observations

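The test on genes near the targeted gene that were called in the single cKOs was chosen only after the result was seen, when a wider form of it was divided. The tests on feeder cells, melanocytes and neighbours called in dcKO were written before the data were examined, although the value used to decide the feeder test was picked afterwards. The test of weak Cy5 labelling was written after the weak channel and the calls had been seen and before its own value.

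Of the 25 targets the study lists as positively regulated, 14 were called in dcKO cells here. That is lower than the value quoted from the study above. Of the negatively regulated ones, 1 was called. That is lower than the value quoted from the study above. The number called depends on the limit on the fold change. Without it, 19 of the positively and 2 of the negatively regulated targets had an adjusted p below the threshold. All targets of both lists moved in the study's direction on both dcKO arrays. The study's lists also drew on other experiments, which were not analysed here.

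Strain variants carried along with a floxed allele would alter genes near it. The mice were of mixed strain, per the study's methods. Within 10 Mb of *Sox11*, 4.48% of the probes were called in dcKO cells, against 1.19% of the named probes elsewhere (Fisher's exact test, two-sided adjusted p = 0.0234 over 4 tests). These were 6 probes of *Odc1*, *Asap2*, *Mboat2* and *Pxdn*, named here after their values were seen. The other 3 tests gave 2 of 134 probes near *Sox11* in Sox11 cKO cells (adjusted p = 0.0386), 2 of 260 near *Sox4* in Sox4 cKO cells (adjusted p = 0.0757) and 6 of 260 near *Sox4* in dcKO cells (adjusted p = 0.138). The tests treat probes as independent although they are not. The 2 probes in Sox11 cKO cells are both of *Sostdc1*, and *Odc1* and *Pxdn* each had more than 1 probe among the dcKO calls. All 6 probes near *Sox11* that were called in dcKO cells were also lower in Sox11 cKO cells, where none was called and 1 moved past 1.5. A probe of *Pxdn* (not well above background in dcKO and at least 41.4-fold lower there, -1.02 in Sox11 cKO cells, adjusted p of the difference = 0.00429) and one of *Odc1* (-2.10 and -0.74, adjusted p = 0.0483) fell further in dcKO. Carried-along variants and regulation by the knockout may both give this pattern. They cannot be told apart here, because the labels do not say whether the wild-type controls carried the floxed allele. By the cross in the study's methods, all littermates of dcKO pups carry a floxed allele of each gene. Littermate controls would share it, but neither source states that the controls of these arrays were littermates. If the controls lacked it, the allele and the knockout go together. For *Pxdn* the study reported a region bound by SOX11 and SOX4 that SOX11 activated in a reporter assay, which speaks for regulation of that gene. In the single cKOs the evidence went the other way near *Sox4* only. There were 4 probes called near the targeted gene, for *Prl2c1* and *Prl8a6* in Sox4 cKO and *Sostdc1* in Sox11 cKO cells. They should move in dcKO cells as well if a carried-along variant were the source. In dcKO 0 of them moved past 1.5 in the same direction. All 4 differed from dcKO at an adjusted p between 0.00558 and 0.0235. *Sostdc1* had little room to fall in dcKO cells, whatever the cause. The wild-type level of its brighter probe was 10.05 on the Sox11 cKO arrays and 4.73 to 6.27 in the other wild-type channels. Its result therefore decides nothing, and only *Prl2c1* and *Prl8a6* bear on the question.

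Fibroblasts left over from the feeder layer were considered, because *Vim* had log2 ratios of -1.63 and -2.90 on the Sox4 cKO arrays. Feeder cells left in one channel would bring collagen transcripts along, but *Col1a1* or *Col3a1* was well above background in 0 channels of the Sox4 cKO arrays. *Col1a2* was above background there and gave -0.24 and 0.13, and *Sparc* gave -0.38 and -1.97. The feeder fibroblast list did not pass in Sox4 cKO cells (camera adjusted p = 0.555), but with the filter on dim probes, which left 5 of its genes, it did (median -1.06, camera adjusted p = 0.00519). Feeder cells therefore lack the collagen signal they would bring. For *Vim*, which was called in Sox4 cKO cells (adjusted p = 0.0342), the wild-type channel was the one that departed. Its level there was 8.44 and 8.16, against 4.98 to 5.41 in the wild-type channels of the other arrays and 6.81 and 5.25 in the knockout, so a difference between wild-type cultures stays open for it. Melanocyte transcripts were also looked for. *Dct* and *Tyrp1* were well above background in 0 channels, *Pmel* and *Mlana* were above it on all 6 arrays, and the list did not pass in any genotype (camera adjusted p = 0.94, 0.877 and 0.51 in Sox4 cKO, Sox11 cKO and dcKO cells).

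The Cy5 channel of dcKO replicate 1, which holds the knockout RNA, was weak, with a 99th percentile of 29243 intensity units against 49561 to 77276 on the other arrays. Weak labelling was taken in advance to shrink changes of dim probes more than those of bright ones, a premise that was not tested. Among bright called falls the median size on replicate 1 minus replicate 2 was -0.30, and among dim ones it was -0.14, against that premise. Called rises went the other way, with 0.0021 among bright and -0.19 among dim ones. Whether weak labelling shrank the changes stays open, since the probes were chosen as called and the directions disagree.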
